A study of Homo sapiens with 8 samples. Its data were reported in "IGF2BP1 promotes SRF-dependent transcription in cancer in a m6A- and miRNA-dependent manner" (2018).

How the data were processed

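Small RNA-seq libraries were prepared by the authors from total RNA of 4 parental human cancer cell lines, with 2 replicate libraries per line and 8 libraries in all. Cells had been seeded for 48 h before RNA extraction, and no treatment was applied. The lines were ES-2, MV-3, Huh-7 and A-549, and each library was assigned to its line and replicate number by its label. Per the study's methods, adapters and low-quality read ends were removed with Cutadapt, reads were aligned to the human genome build GRCh38 with Bowtie2, and reads on miRBase mature miRNAs were counted with featureCounts. The treatment of reads that align to several places and the use of strand were not stated. Adapters of the library kit used end in random bases, and whether these were removed before alignment or used to collapse PCR copies was not stated either. Reads were therefore treated as reads and not as molecules, and intervals or detection floors given here cover counting error only.

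The authors deposited a table of normalised signal values, in which the trimmed mean of M values (TMM) from edgeR scales each library. The deposited values are neither whole reads nor plain CPM, since the 8 columns sum to different totals, from 586823 in Huh-7 replicate 2 to 1685250 in A-549 replicate 2. Each value was a whole number of reads times a constant of its library. With a tolerance of 0.001, 100% of the values in each library came out whole. Library sizes and TMM factors were recovered from these constants, and TMM factors recomputed from the recovered reads differed from the deposited scaling by at most 1.9e-10. Deposited values are called normalised CPM below, where CPM stands for counts per 1000000 reads. Recovered reads scaled to the same total of miRNA reads per library, without a TMM factor, are called library CPM. The table has 2813 entries for 2588 mature miRNA names, because 167 names have an entry for each genomic copy, and entries of a name were summed. No 2 entries of a name were identical in every library.

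The design fixed before the data were examined assumed whole-number counts, with edgeR as the main test. Because the deposited values are normalised, the main test was changed to limma on log2(normalised CPM + 1), with a mean-dependent prior variance. Fold changes on this scale understate the change of miRNAs with few reads. The model held 1 term per line over all 8 libraries and had 4 residual degrees of freedom. Filtering by filterByExpr on recovered reads and effective library sizes left 528 miRNAs. P values were adjusted by the Benjamini-Hochberg method, and a miRNA was called at an adjusted p below 0.01. All 6 pairs of lines and the joint comparison of the 4 lines were tested. edgeR's quasi-likelihood test on the recovered reads was added as an alternative and its call counts are given beside those of limma.

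The let-7-5p family was defined as let-7a, b, c, d, e, f, g and i-5p with miR-98-5p, 9 members in all. Its abundance was the sum of library CPM, tested with the fry rotation test in the limma model at a threshold of 0.05, and with exact permutation tests of the sums. The list of 10 miRNAs predicted to target the 3′UTR of the SRF mRNA was the list shown by the study, which was chosen on these same libraries. miRNAs named in the text follow a rule made before the data were examined: the let-7-5p members, miR-122-5p, miR-181a-5p, the SRF list, the 5 most abundant miRNAs per line, and per pair of lines the 2 miRNAs with the largest increase and the 2 with the largest decrease (5 and 5 for Huh-7 against ES-2) among those called with at least 100 library CPM in the higher line. Names outside this rule were chosen after their values were seen. A miRNA with at most 3 reads in each library of a line was treated as undetected there, and fold differences against it are lower bounds computed against 3 reads.

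Hairpin positions and host genes came from GENCODE release 44 on GRCh38. Of the 418 table entries with a mean of at least 10 normalised CPM, 415 were placed on an annotated hairpin.

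The tests were tried on simulated reads drawn from the means and sizes of the real libraries, with 200 of 528 miRNAs changed 4-fold. limma recovered 61% of the changed miRNAs and 82.3% of the 147 with a mean of at least 10, with 0 wrong calls among 122. In a simulated contrast without change, limma made 0 calls among 528. limma used the same scaling factors with which the reads were drawn, so the simulation does not cover errors of scaling. The rotation test gave p below 0.05 in 7% of 200 unchanged sets.

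Alternatives fixed before the data were examined were RLE size factors, library size only, no filter, a filter of 10 CPM in 2 libraries, DESeq2 on recovered reads, an adjusted p below 0.05, a minimum log2 fold change of 1, a replicate block, entries not summed, fits restricted to the lines compared, and leaving out single libraries. Alternatives chosen after seeing the data were edgeR's quasi-likelihood test on recovered reads, a pseudocount of 0.1 for the fits, and a rotation test on library CPM. Software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. RNA-seq of mRNAs, protein, reporter and clinical data of the study were not analysed here.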

Results

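To describe the miRNA repertoires of 4 tumor-derived cell lines, small RNA-seq was analysed for ES-2 cells, derived from ovarian cancer, MV-3 cells, derived from melanoma, Huh-7 cells, derived from hepatocellular carcinoma, and A-549 cells, derived from lung adenocarcinoma. Each line was represented by 2 replicate libraries. Libraries held between 1173902 and 2670030 reads on mature miRNAs. In replicate order, these were 1663181 and 2294994 reads for ES-2, 1173902 and 1549279 for MV-3, 2173587 and 1718250 for Huh-7, and 2670030 and 2060669 for A-549. Of 2588 mature miRNA names, 1327 had at least 1 read in any library and 327 had a read in every library. The 3-read detection floor lay between 0.845 normalised CPM in Huh-7 replicate 1 and 2.45 in A-549 replicate 2. Libraries of a line are biological replicates according to the study. They differed by more than the counting error of reads, with chi-square values per degree of freedom of 9.75 for ES-2, 15.8 for MV-3, 10.3 for Huh-7 and 18.3 for A-549. Across miRNAs, Pearson's r of log abundance was 0.944 to 0.965 between replicates of a line. Between lines it ranged from 0.682 for ES-2 and Huh-7 libraries to 0.887 for ES-2 and MV-3 libraries. These coefficients are across miRNAs, which are not independent replicates.

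The composition of the libraries differed between lines. The most abundant miRNA in each line was miR-21-5p. It took 27.6% ± 0.836 of miRNA reads in ES-2 (SD, n = 2), 32.6% ± 0.739 in MV-3, 33.1% ± 0.306 in Huh-7 and 64.6% ± 0.610 in A-549. Its hairpin lies on chromosome 17 at 59841266 to 59841337 of GRCh38, plus strand, within an exon of at least 1 transcript of VMP1. TMM factors, which offset such differences in composition, averaged 0.857 ± 0.0125 in ES-2, 1.16 ± 0.0180 in MV-3, 1.67 ± 0.0496 in Huh-7 and 0.601 ± 0.0107 in A-549. The largest factor of a library exceeded the smallest 2.87-fold, so directions of modest differences depended on whether this scaling was applied. In ES-2 and MV-3, miR-21-5p was followed by let-7a-5p, miR-100-5p, miR-222-3p and miR-92a-3p. In Huh-7, the miRNAs ranked after it were miR-122-5p, miR-92a-3p, miR-26a-5p and miR-148a-3p. In A-549 they were let-7a-5p, miR-30a-5p, let-7i-5p and let-7f-5p. For miR-100-5p, library CPM was 111145 ± 559 in ES-2, 69925 ± 7579 in MV-3, 8869 ± 284 in A-549 and 372 ± 38.3 in Huh-7. The 10 most abundant miRNAs held between 68.4% of reads in Huh-7 replicate 1 and 81.9% in A-549 replicate 1.

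The number of miRNAs that differed was determined for the 4 lines together and for each pair. Among 528 miRNAs tested with limma, 360 differed among the 4 lines at an adjusted p below 0.01. The alternative that moved this number most was scaling by library size only, with 440 of 569 tested, and edgeR's quasi-likelihood test on recovered reads called 371. Between Huh-7 and ES-2, 260 miRNAs differed, of which 146 were higher and 114 lower in Huh-7. MV-3 and ES-2 differed in 136 miRNAs, 61 higher and 75 lower in MV-3. A-549 and ES-2 differed in 218, 125 higher and 93 lower in A-549. Huh-7 and MV-3 differed in 248, 142 higher and 106 lower in Huh-7. A-549 and MV-3 differed in 209, 127 higher and 82 lower in A-549. A-549 and Huh-7 differed in 276, 151 higher and 125 lower in A-549. In the same order, edgeR called 260, 138, 204, 241, 213 and 282 miRNAs.

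The split into higher and lower miRNAs moved with the scaling by more than 10 percentage points in every pair. Without TMM factors, Huh-7 against ES-2 gave 246 higher and 87 lower miRNAs, and MV-3 against ES-2 gave 82 and 56. A-549 against ES-2 gave 109 and 138, Huh-7 against MV-3 gave 205 and 93, A-549 against MV-3 gave 79 and 161, and A-549 against Huh-7 gave 110 and 264. Dropping the factors shifted the median log2 fold change of all miRNAs by 0.88, 0.40, -0.50, 0.52, -0.88 and -1.33 in these pairs, in the same order. With RLE factors the shift was at most 0.18 and with DESeq2 at most 0.24, both for A-549 against Huh-7.

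**Figure D1:**
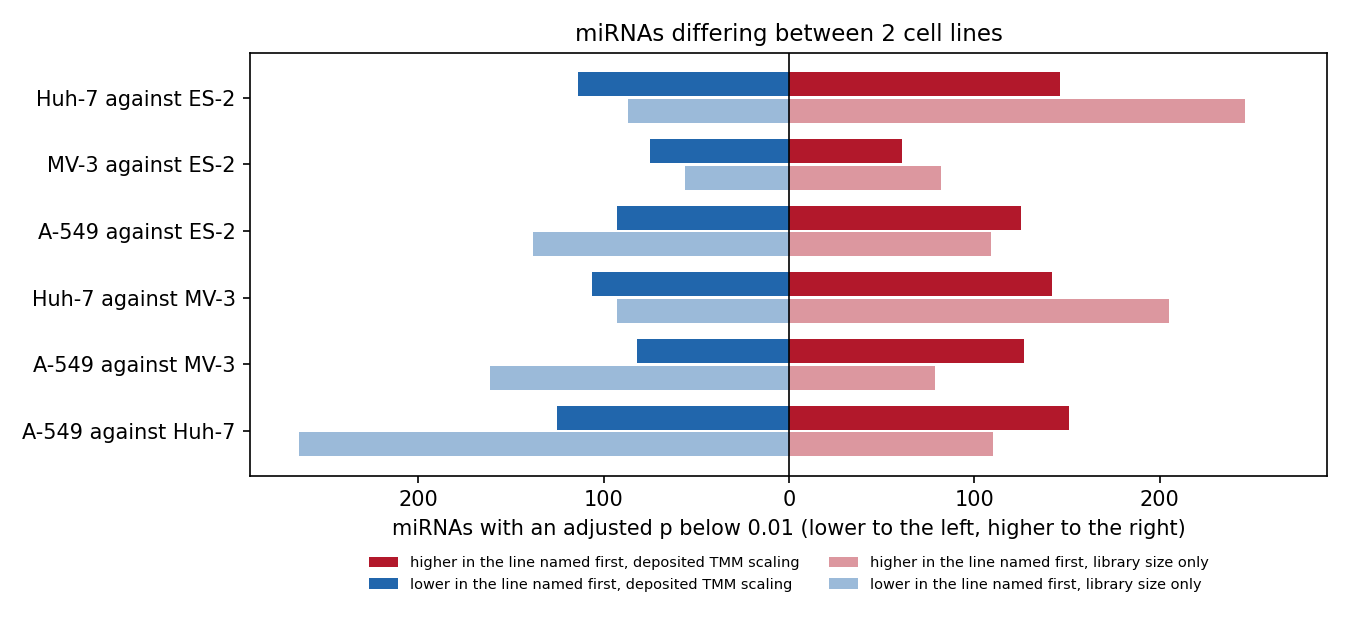
Number of miRNAs with an adjusted p below 0.01 for each pair of lines, with miRNAs lower in the line named first to the left and higher ones to the right of 0. Dark bars use the deposited TMM scaling and pale bars library size only, and for A-549 against Huh-7 the larger side changes from 151 higher to 264 lower.

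Differences of the let-7-5p family between Huh-7 and ES-2 cells were examined next, since the study described a lower abundance of this family in Huh-7. The summed family reached 206140 ± 7984 library CPM in ES-2 (SD, n = 2) and 14579 ± 1021 in Huh-7. This was 14.1-fold lower in Huh-7, a log2 ratio of -3.82 that was larger than the spread of the replicates. The rotation test of the 9 members in limma's model gave p = 8.7e-07, whereas an exact permutation test of the sums gave p = 0.333, the smallest value that 2 against 2 libraries allow (both two-sided). The alternative that moved the ratio most was the mean of the members' edgeR log2 fold changes, at -5.88, and with TMM-normalised CPM the ratio of sums was -4.78. The family held 20.6% ± 0.798 of miRNA reads in ES-2, 17.4% ± 0.945 in MV-3, 1.46% ± 0.102 in Huh-7 and 11.4% ± 1.13 in A-549. Over the 4 lines, the exact permutation test of the F ratio gave p = 0.00952, the smallest of the 105 partitions of the libraries into 4 pairs. Huh-7 was the lowest line under either scaling, while the order of MV-3 and A-549 flipped. MV-3 had 173749 ± 9455 and A-549 113577 ± 11306 library CPM, but their normalised CPM was 149287 ± 5821 and 189201 ± 22170.

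All 9 members were called lower in Huh-7 than in ES-2 by limma, with the exception under library size only that let-7e-5p lost its call. The decrease differed between members. The largest log2 fold change was -11.07 for let-7i-5p (SE 0.33, adjusted p = 6.55e-07), whose mean normalised CPM was 31088 ± 295 in ES-2 and 14.6 ± 8.32 in Huh-7. The hairpin of let-7i lies on chromosome 12 at 62603686 to 62603769, plus strand, in an intron of MIRLET7IHG. The log2 fold change was -8.39 for let-7b-5p, -7.92 for let-7d-5p, -6.81 for miR-98-5p and -6.36 for let-7g-5p. It was -5.51 for let-7a-5p, the most abundant member, which has hairpins on chromosomes 9, 11 and 22. Smaller decreases were found for let-7f-5p (-3.53), let-7c-5p (-2.01) and let-7e-5p. For let-7e-5p it was -1.17 (SE 0.12, adjusted p = 0.000162), and under library size only it was -0.21 with limma's adjusted p = 0.144, while the median of all miRNAs rose by 0.88. Over the alternatives that keep a composition factor, the sign and the call of let-7e-5p were the same. The hairpin of let-7e lies on chromosome 19 at 51692786 to 51692864, plus strand, in an intron of SPACA6. Members of this family differ by few bases, and the counting of reads that fit several members was not stated, so the values of single members are uncertain. In A-549, let-7b-5p, let-7f-5p, let-7i-5p and miR-98-5p were not called against ES-2, with log2 fold changes of 0.30, 0.23, 0.19 and 0.25, each of which changed sign under library size only.

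**Figure D2:**
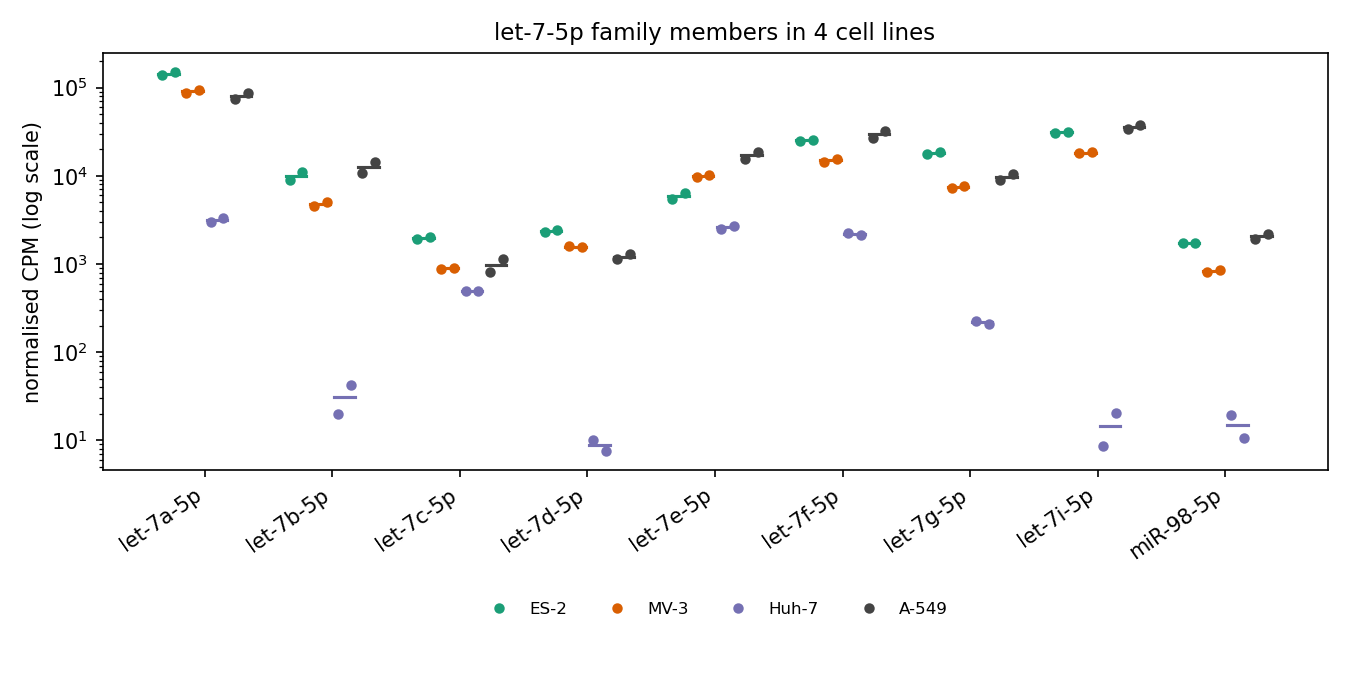
Normalised CPM on a log axis of the 9 let-7-5p family members in 4 lines, with a point per replicate library and a line at the mean of 2. The points of Huh-7 lie lowest for each member on this scaling, from 8.83 for let-7d-5p to 3164 for let-7a-5p on average, whereas under library size only let-7e-5p of Huh-7 was not called against ES-2 and let-7c-5p was lowest in A-549.

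For miR-122-5p, which the study described as elevated in Huh-7, normalised CPM was 83721 ± 3531 in Huh-7 (SD, n = 2) and 16.7 ± 17.8 in ES-2. The log2 fold change was 12.71 (SE 0.80, limma's adjusted p = 1.96e-05), and it was higher in each Huh-7 library than in each ES-2 library. Over the alternatives the adjusted p ranged from 2.2e-49 to 0.000799, and the log2 fold change from 12.15 to 13.64. ES-2 replicate 1 had 6 reads and replicate 2 had 57, so a single library set the ES-2 level. Without ES-2 replicate 1 the log2 fold change was 11.43 and without replicate 2 it was 13.98. MV-3 had 32.8 ± 9.12 and A-549 had 5.33 ± 2.91 normalised CPM. By library CPM, miR-122-5p reached 139819 ± 10046 in Huh-7. Its hairpin lies on chromosome 18 at 58451074 to 58451158, plus strand, in an exon of at least 1 transcript of MIR122HG. The 85-base hairpin sequence in the reference is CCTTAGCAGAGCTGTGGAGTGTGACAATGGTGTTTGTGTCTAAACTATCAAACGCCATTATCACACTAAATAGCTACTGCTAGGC.

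Further miRNAs separated Huh-7 from ES-2 by larger amounts than the spread of their replicates. After miR-122-5p, the largest increases in Huh-7 were those of miR-885-5p, miR-483-3p, miR-483-5p and miR-148a-3p. miR-885-5p had 0 reads in both ES-2 libraries and was at least 1527-fold higher in Huh-7, where it reached 3181 ± 27.5 normalised CPM. miR-483-5p had 0 and 3 reads in ES-2 and was at least 1153-fold higher, although with limma and a pseudocount of 0.1 its adjusted p was 0.0111. Over its other alternatives the call was the same. For miR-483-3p the log2 fold change was 11.07 (SE 0.92), with all 15 ES-2 reads in replicate 2. Both arms come from a hairpin on chromosome 11 at 2134134 to 2134209, minus strand, in an intron of IGF2. For miR-148a-3p it was 10.38 (SE 0.45). The largest decreases were those of miR-155-5p, let-7i-5p, miR-31-5p, miR-10a-5p and miR-584-5p. miR-155-5p had 0 and 1 reads in Huh-7 and was at least 9027-fold lower than in ES-2, where it reached 9249 ± 326 normalised CPM. miR-31-5p was at least 3108-fold lower and miR-584-5p at least 1286-fold lower. For miR-10a-5p the log2 fold change was -10.65 (SE 0.13, limma's adjusted p = 1.52e-08).

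The largest differences between the other lines were smaller for MV-3 against ES-2 than for the pairs with Huh-7 or A-549. In MV-3, miR-143-3p reached 1037.5 ± 27.6 normalised CPM against 17.1 ± 11.4 in ES-2, and miR-34b-3p was at least 51.2-fold higher. miR-142-3p, with 0 reads in both MV-3 libraries, was at least 161-fold lower, and miR-224-5p had a log2 fold change of -7.89 (SE 0.26). In A-549, miR-493-5p and miR-379-5p were higher than in ES-2, with log2 fold changes of 9.07 (SE 1.36) and 8.91 (SE 0.85). All ES-2 reads of both, 17 and 5, were in replicate 2. With a pseudocount of 0.1, limma's adjusted p of miR-493-5p was 0.0153. The values of miR-199a-3p and miR-199b-3p were lower in A-549 than in ES-2 by log2 fold changes of -8.95 and -9.07, and lower than in MV-3 by -9.57 and -9.66. These names share a mature sequence, and their 3 table entries held 19664, 19279 and 19043 reads in all, so they are uncertain as separate measurements. In A-549, miR-199b-3p had 10 reads in replicate 1 and 2 in replicate 2. Its log2 fold change against ES-2 was -9.79 without A-549 replicate 1 and -8.34 without replicate 2. Against MV-3, miR-224-5p was higher in A-549 by a log2 fold change of 10.88 (SE 0.26), and miR-493-5p was at least 754-fold higher. Huh-7 exceeded MV-3 most in miR-122-5p and miR-148a-3p, with log2 fold changes of 11.30 and 10.60. miR-31-5p was at least 4289-fold and miR-155-5p at least 2773-fold lower in Huh-7 than in MV-3. Between A-549 and Huh-7, miR-31-5p was at least 14371-fold higher in A-549 and let-7i-5p higher by a log2 fold change of 11.26. miR-122-5p was lower in A-549 by -13.77 and miR-885-5p was at least 1296-fold lower.

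The study presented 10 abundant miRNAs with predicted sites in the SRF 3′UTR as conserved over the 4 lines, and their levels were compared here. The study ranked them by median CPM, while a minimum of 1000 CPM in every line is a threshold set here. Of these 10, 6 had a mean of at least 1000 library CPM in every line. They were miR-23a-3p, miR-125a-5p, miR-423-5p, miR-24-3p, miR-125b-5p and miR-7-5p. At 100 CPM the number was 9, and it was 4 when only the highest entry of each name was counted. With normalised CPM the number was also 6, but miR-148b-3p, with a lowest mean of 1125 in ES-2, took the place of miR-125b-5p, with 783 in Huh-7. The 4 exceptions at 1000 library CPM were miR-31-5p, miR-23b-3p, miR-148b-3p and miR-22-3p. Huh-7 had 1.33 ± 0.584 library CPM of miR-31-5p, from 2 and 3 reads, which is at the detection floor, while A-549 had 8852 ± 613. The hairpin of miR-31 lies on chromosome 9 at 21512115 to 21512185, minus strand, in an intron of MIR31HG. Its sequence in the reference is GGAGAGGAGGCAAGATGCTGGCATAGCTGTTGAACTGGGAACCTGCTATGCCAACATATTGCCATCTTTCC. For miR-23b-3p, ES-2 had 365 ± 13.3 and A-549 6805 ± 326 library CPM. miR-148b-3p was below 1000 in ES-2 (964 ± 12.6) and A-549 (789 ± 47.5), and miR-22-3p in ES-2 (568 ± 20.1) and A-549 (814 ± 3.06).

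All 10 listed miRNAs differed among the 4 lines by limma, and all 10 also did so when adjusted over the list alone. The list was picked by the study on these libraries, so the latter is not independent evidence. The ratio of the highest to the lowest line by library CPM was 2.60 for miR-22-3p, 2.86 for miR-125a-5p, 3.45 for miR-7-5p, 3.71 for miR-148b-3p, 4.24 for miR-423-5p, 5.09 for miR-24-3p, 8.89 for miR-23a-3p, 9.84 for miR-125b-5p and 18.6 for miR-23b-3p. These ratios depended on the scaling, and by normalised CPM they were 2.04, 3.13, 2.90, 1.56, 2.74, 6.53, 12.7, 19.1 and 26.6 in the same order. The least significant was miR-148b-3p, with limma's adjusted p = 0.00117. Between Huh-7 and ES-2, the log2 fold change was 3.08 for miR-23b-3p, -4.26 for miR-125b-5p and -2.59 for miR-23a-3p. For miR-24-3p it was -0.80, and 0.16 under library size only. For miR-7-5p it was -1.44, with no call under library size only. It was 0.55 for miR-125a-5p, 0.77 for miR-423-5p, 0.64 for miR-148b-3p and 0.36 for miR-22-3p, whose call was lost with RLE factors and with DESeq2. miR-181a-5p, of a family named by the study beside this list, was not called between Huh-7 and ES-2, with a log2 fold change of 0.33 (limma's adjusted p = 0.0427). Under library size only it was 1.29 and called, with an adjusted p of 6.63e-05. At an adjusted p below 0.01, this was the sole call over the alternatives for miR-181a-5p. The alternative threshold of 0.05 would call it in the main fit.

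**Figure D3:**
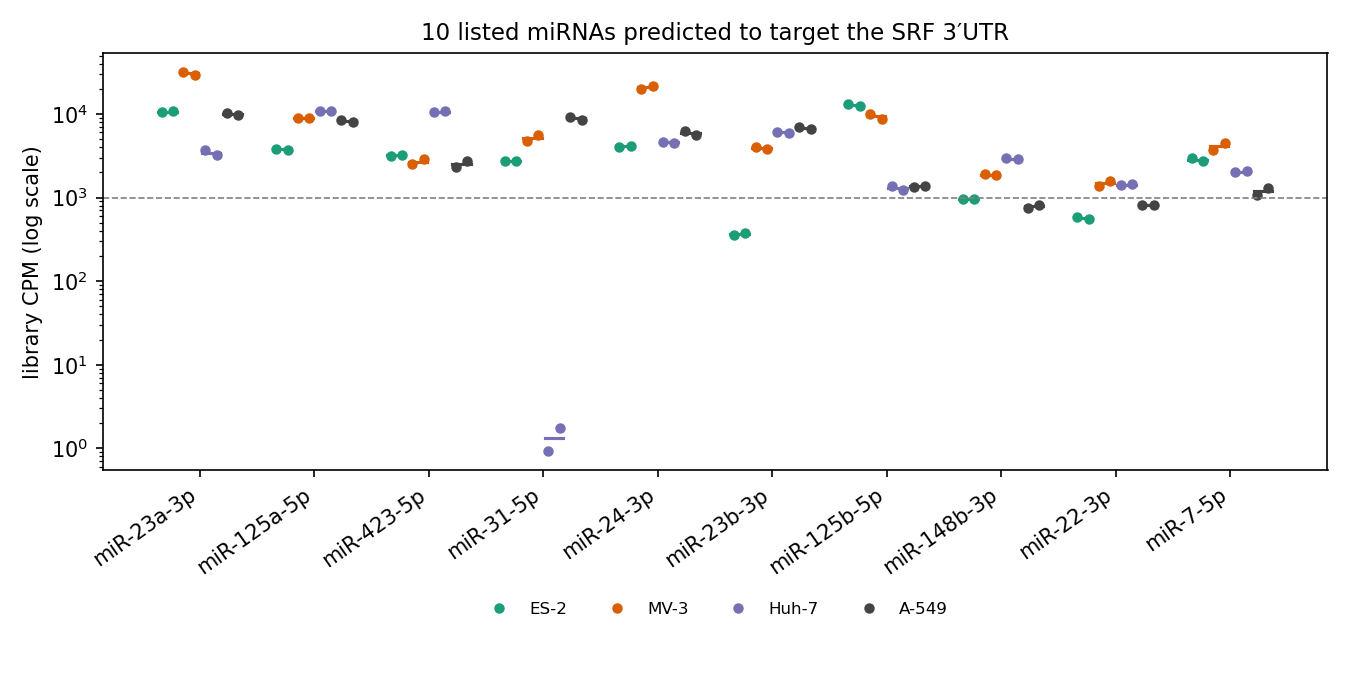
Library CPM on a log axis of the 10 listed miRNAs in 4 lines, with a point per replicate library, a line at the mean of 2 and a dashed line at 1000 CPM. The points of miR-31-5p in Huh-7, at 1.33 CPM on average, lie far below those of the other lines.

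Across 1162 miRNAs with a read in either line, Pearson's r between mean log2(library CPM + 1) in ES-2 and Huh-7 was 0.733. The alternative that moved it most was Spearman's rho, at 0.514. Between replicates computed over the same miRNAs, r was 0.972 in ES-2 and 0.966 in Huh-7. miRNAs are not independent replicates, so no p value was computed.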

Values the study reported

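After depletion of IGF2BP1, the study counted 429 predicted let-7 target mRNAs with decreased abundance in ES-2 cells and 158 in Huh-7 cells.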

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

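The tests here follow alternatives fixed before the data were examined, except edgeR on recovered reads, the pseudocount of 0.1 for fits and the rotation test on library CPM, which were chosen after seeing the data.

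None of the 7 numbers of differing miRNAs changed by more than 1.5 times under the alternatives tried. For all 4 lines they ran from 310 with a pseudocount of 0.1 to 440 with library size only. Library size only moved the split of higher against lower miRNAs by up to 27.8 percentage points, in A-549 against MV-3, which follows from the removed factors, while RLE factors, edgeR and DESeq2 moved it by at most 9.52. Few single calls changed direction. Of the 209 calls in A-549 against MV-3, 161 were called in the same and 3 in the opposite direction with library size only. In A-549 against Huh-7, 235 and 8 of 276 were. The expression filter was applied anew under library size only, where 569 miRNAs were tested against 528 in the main fit. It was also applied anew when single libraries were left out, where 571 to 614 were tested, so those numbers reflect the tested set too. Leaving out single libraries of the lines not compared gave 247 to 252 miRNAs for Huh-7 against ES-2, 112 to 124 for MV-3 against ES-2, 192 to 200 for A-549 against ES-2, 243 to 250 for Huh-7 against MV-3, 177 to 192 for A-549 against MV-3 and 271 to 285 for A-549 against Huh-7.

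The lower let-7-5p sum in Huh-7 kept its direction and its call by the rotation test under each alternative. The log2 ratio was -4.85 with RLE-normalised CPM, -3.81 without miR-98-5p, and -3.61 with the highest entry of each name. It ranged from -3.89 to -3.75 when a replicate of ES-2 or Huh-7 was left out, and these 4 values carry no test. The higher miR-122-5p in Huh-7 also kept its direction and, in the settings that were tested, its call. The number of listed SRF miRNAs at 1000 CPM in every line was 6 in each of the 8 leave-one-out settings, and 8 at 500 CPM. All 10 differed among the lines under each alternative.

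The correlation of miRNA abundance between ES-2 and Huh-7 was the comparison that moved most readily. From 0.733 it fell to 0.638 with a pseudocount of 0.1, 0.589 over miRNAs passing the expression filter and 0.514 as Spearman's rho, and it was 0.741 over entries not summed. Leaving out single replicates gave 0.722 to 0.731. The cause was not tested.

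Under library size only, 5 fold changes of named miRNAs reversed. For miR-24-3p in Huh-7 against ES-2 the log2 fold change became 0.16. For A-549 against ES-2 it became -0.21 for let-7b-5p, -0.28 for let-7f-5p, -0.32 for let-7i-5p and -0.26 for miR-98-5p, none of which was called under either scaling. Each moved by about as much as the median of all miRNAs in its pair, 0.88 and -0.50, which follows from the removed factors. Among 390 tested comparisons over 65 named fold changes, 366 were the same, 8 lost the call and 11 gained it. A further 260 leave-one-out values carry no test, and 0 of them reversed.

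Replicate numbers did not pair the libraries over all lines, but an effect shared by same-numbered libraries of ES-2 and Huh-7 is not excluded. The chromosome 14 region described below had more reads in replicate 2 of both, with 11 and 170 in ES-2 and 69 and 589 in Huh-7. Deviations from the line means of same-numbered libraries correlated at 0.232 for ES-2 and Huh-7, but at -0.050 for MV-3 and A-549 and between these values for the other pairs. With the replicate number as a block, 249, 129, 207, 244, 208 and 279 miRNAs differed in the 6 pairs, in the order of the report, and 361 among all lines. The block changed no call of a named miRNA.

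Depth limits the miRNAs near the floor, since 3 reads correspond to 0.845 to 2.45 normalised CPM. In simulated libraries, limma recovered 82.3% of changed miRNAs with a mean of at least 10 but 61% of all 200, so an absent call of a scarce miRNA is weak evidence of equality.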

Other observations

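Most tests in this part were chosen only after the result was seen, and the tests of miR-21-5p share, host exons, genomic copies and the other miRNAs of the chromosome 14 region were stated beforehand. The miRNAs of the chromosome 14 region, the neighbours of let-7 hairpins and the carry-over markers were likewise chosen after their values were seen.

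The lower let-7-5p family in Huh-7 was weighed against technical explanations first. Over 3 scalings the log2 ratio of the sum to ES-2 was at most -3.82, so scaling as the whole cause is argued against. Reads moved between near-identical members would leave the 3p arms, which differ in sequence, at their level. The summed 3p arms of 11 names fell from a mean of 797 to 23.2 library CPM. The log2 ratio was recorded as -5.15 (spread 0.52), which differs from the ratio of these means by less than the spread. The line of origin and the cultures themselves differ in many ways, and no biological cause was tested.

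The hairpin of let-7e lies beside those of miR-99b and miR-125a. From ES-2 to Huh-7, the log2 change was -1.17 for let-7e-5p, 0.94 for miR-99b-5p and 0.55 for miR-125a-5p. Relative to the mean of its neighbours let-7e-5p changed by -1.92 (spread 0.23), a gap that does not depend on the scaling, which argues against lower transcription of the whole cluster as the cause. Misassigned let-7a-5p reads in ES-2 might give such a gap for the 5p arm alone, but let-7e-3p showed it as well, at -2.60 relative to miR-99b-3p and miR-125a-3p (spread 0.32), from 75 reads in ES-2 and 26 in Huh-7. The pattern may therefore point to a step after transcription, which was not tested.

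For let-7c-5p the gap to its neighbour miR-99a-5p was -3.16 (spread 0.12), with a log2 change of 1.15 for miR-99a-5p. This argues against lower transcription of the shared cluster as long as the let-7c-5p reads are its own. From the 5p reads alone, let-7a-5p reads counted as let-7c-5p cannot be told apart from this. In ES-2, let-7c-5p reads were 1.38% ± 0.0312 of let-7a-5p reads, in A-549 1.21% ± 0.138 and in MV-3 0.982% ± 0.0226, while Huh-7 had 15.7% ± 1.44. The percent differed between ES-2 and MV-3, but a misassigned share as large as that of MV-3 could supply most of the let-7c-5p reads of ES-2. The let-7c-3p arm was lower in Huh-7 too, with 27 reads in ES-2 and 0 in Huh-7. Misassigned let-7a-5p reads alone would not give this. It is a single scarce arm at the detection floor in Huh-7, so it does not settle the question. Beside let-7a-2 the picture was different. miR-100-5p fell together with let-7a-2-3p, by a log2 change of -9.18 (spread 0.19) and from 139 to 0 reads, which is consistent with lower activity of that whole cluster in Huh-7.

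More miRNAs had a read in Huh-7, with 858 and 842 per library, than in the other lines, which had 608 to 724. At an equal depth of 1173902 reads, the lowest Huh-7 library exceeded the highest other library by 109.0 miRNAs, so depth is argued against. Without miR-21-5p and at 738287 reads the gap was 110.8, so the reads taken by miR-21-5p do not account for it. Fragments of host transcripts would place miRNAs seen in both replicates of Huh-7 alone in host exons more often. Of 169 such placed miRNAs 14.8% lay in a host exon, against 32.4% of 321 seen in all lines, a difference of -17.6 points. These sets are not matched, since the miRNAs seen in all lines have reads in every library. Those seen in Huh-7 alone had a median of 7 reads per library. Fragments of introns are not counted either, so this test cannot decide whether fragments contribute. A broader repertoire of Huh-7 may remain as a hypothesis beside fragments, and differences in RNA quality were not tested.

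In A-549, 50 miRNAs were seen in both replicates of that line and not in both of any other. Of the 48 placed on a hairpin, 34 lay on chromosome 14. In 100000 random draws of placed miRNAs the mean was 4.57 and the maximum 15, so the permutation p of 1e-05 is the smallest these draws can give. The draws treat miRNAs as independent, although neighbours may vary together and both arms of a hairpin count separately. The permutation p therefore overstates the evidence against random placement. Of the 34 miRNAs, 0 have a copy on another chromosome, which argues against shared reads. They lie between positions 100874493 and 101066801. Of the other miRNAs in this interval with at least 10 reads, 33 of 33 were highest in A-549, and 32 by library CPM. The region held 7602 ± 171 library CPM in A-549 and 305 ± 9.14 in MV-3. A candidate explanation is activity of the whole cluster in A-549, while a gain of copies of the region was not tested.

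The same region differed between replicates elsewhere. It had 69 reads in Huh-7 replicate 1 and 589 in replicate 2, and 11 and 170 in ES-2. Of 19 miRNAs at least 3-fold higher in Huh-7 replicate 2 with at least 15 reads, 13 lay on chromosome 14, against 0 of 26 higher in replicate 1. In ES-2 the same count was 3 of 18 for replicate 2 and 0 of 6 for replicate 1. Carry-over from A-549 was tested in Huh-7 with miRNAs abundant in A-549 and scarce in Huh-7. A first version took the carried share from miR-493-5p, at 1.25%, and counted markers below 0.5 of the carried reads. It found 5 of 10 and would have left carry-over open, but 3 of its markers lie on chromosome 14 and so belong to the pattern itself. After that result was seen, the markers were restricted to other chromosomes, the share was taken from the whole region, at 1.63%, and the measure became the summed reads. The 7 remaining markers had 328 reads where 3387 would have been carried, or 9.68%, and 6 of the 7 were below 0.5 of their share. miR-31-5p had 3 reads where 689 were needed. Carry-over of A-549 reads into Huh-7 is thus argued against, although the version of the test that shows it was chosen after the first. For ES-2 replicate 2, where the share is 0.472%, the same rule leaves 2 markers, with 62 reads where 52.4 would be carried, or 118%. miR-143-3p had 13 reads in replicate 1 and 49 in replicate 2, where 34.3 would be carried. miR-200b-3p had 13 in both, where 18.1 would be carried. Carry-over from the A-549 libraries cannot be told apart from other causes in ES-2, because these 2 markers are too few and went different ways. RNA of another source in which this region is active, or uneven activity within the cultures, may be the cause, and neither was tested.

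Outside Huh-7, miR-122-5p had 180 reads, against 540918 in Huh-7. If these were carried over from the Huh-7 libraries, the other miRNAs found mainly in Huh-7 should reach the same share. Summed over the other lines all 5 did, but 4 of them had more reads than the share gives, and the test rests largely on miR-885-5p, with 7 reads where 6.86 would be carried. All 7 were in MV-3, where 3.85 would be carried, while ES-2 had 0 where 2.40 would be and A-549 had 0 where 0.610 would be. A count of 0 in ES-2 lies within counting error (Poisson probability 0.0906). Carry-over of reads from the Huh-7 libraries cannot be told apart from miR-122-5p reads of the lines themselves, because the marker that could decide has too few reads.

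Scarce miRNAs were split unevenly between replicates. For miRNAs with 10 to 50 reads in a line, the variance of the split was at least 2.87 times the binomial value in each of the 4 lines. In 71 of 748 cases all reads were in 1 replicate, where 0.467 would occur by sampling. The excess was not particular to scarce miRNAs, since the variance was 3.86 to 5.18 times the binomial value at 51 to 500 reads and 5.27 to 10.4 times above that range, up to 5000 reads. Copies of few starting molecules cannot be told apart from differences between cultures or libraries, because each line has 2 replicates and an excess over counting error would follow from either. Detection from few reads in a single library is accordingly weak evidence.

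The ratio of the 5p to the 3p arm differed among the lines for 11 of 130 hairpins by limma. Among the 39 hairpins with at least 10 reads of both arms in every library 0 differed, but 10 had an unadjusted p under 0.05, where 1.95 would be expected. On log2(normalised CPM + 1), the ratio cannot exceed the value of the 5p arm. Huh-7 had 2 and 3 reads of miR-31-5p, 31 and 60 of let-7i-5p and 20 and 22 of miR-10a-5p. Their ratios were 0.83, 3.85 and 2.91. MV-3 had 4 and 11 of miR-224-5p (2.40), and ES-2 and A-549 had 0 of miR-885-5p (0). Scarce 5p arms force such low ratios, so these calls are no evidence of changed arm use. miR-199b changed sign, from -11.78 in MV-3 to 0.89 in Huh-7, which the limit does not give. For the other calls, an arm near the floor cannot be told apart from changed arm use. The well-measured hairpins are few and show an excess of small unadjusted p values.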
